# Identification of genes with altered expression in male and female Schlager hypertensive mice

**DOI:** 10.1186/s12881-014-0101-x

**Published:** 2014-08-30

**Authors:** Christine L Chiu, Kristy L Jackson, Nerissa L Hearn, Nicole Steiner, Geoffrey A Head, Joanne M Lind

**Keywords:** Schlager mouse, Genome wide gene expression

## Abstract

**Background:**

Numerous studies have shown sex differences in the onset and severity of hypertension. Despite these sex-differences the majority of animal studies are carried out in males. This study investigated expression changes in both male and female hypertensive mouse kidneys to identify common mechanisms that may be involved in the development of hypertension.

**Methods:**

The Schlager hypertensive mouse model (BPH/2J) and its normotensive control (BPN/3J) were used in this study. Radiotelemetry was performed on 12 to 13 week old BPH/2J and BPN/3J male and female animals. Affymetrix GeneChip Mouse Gene 1.0 ST Arrays were performed in kidney tissue from 12 week old BPH/2J and BPN/3J male and female mice (n = 6/group). Genes that were differentially expressed in both male and female datasets were validated using qPCR.

**Results:**

Systolic arterial pressure and heart rate was significantly higher in BPH/2J mice compared with BPN/3J mice in both males and females. Microarray analysis identified 153 differentially expressed genes that were common between males and females (70 upregulated and 83 downregulated). We validated 15 genes by qPCR. Genes involved in sympathetic activity (*Hdc*, *Cndp2*), vascular ageing (*Edn3*), and telomere maintenance (*Mcm6*) were identified as being differentially expressed between BPH/2J and BPN/3J comparisons. Many of these genes also exhibited expression differences between males and females within a strain.

**Conclusions:**

This study utilised data from both male and female animals to identify a number of genes that may be involved in the development of hypertension. We show that female data can be used to refine candidate genes and pathways, as well as highlight potential mechanisms to explain the differences in prevalence and severity of disease between men and women.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12881-014-0101-x) contains supplementary material, which is available to authorized users.

## Background

Essential hypertension is a leading cause of morbidity and mortality worldwide. Risk factors for the development of hypertension include a combination of environmental lifestyle factors as well as genetic factors. Significant sex differences in incidence and severity have long been recognized in the prevalence of hypertension [1]. These differences between males and females have suggested that the pathogenesis of human hypertension is modified by sex. The underlying mechanism that leads to disease may however be common to both sexes. The majority of studies utilising animal models of disease are carried out in male animals only, which does not allow for identification of common pathways in both sexes.

The Schlager hypertensive mouse model, (BPH/2J) and its normotensive control (BPN/3J) are a model of spontaneous hypertension that were derived via selective breeding for high and normal blood pressure. The BPH/2J strain mimics human disease with elevated blood pressure, increased heart rate, and early mortality. Previous studies have investigated gene expression changes in BPH/2J and BPN/3J male mice [2,3]. One study identified expression changes during early and established hypertension in the hypothalamus [2]. At both time points, genes involved in inflammation and oxidative stress were identified as being differentially expressed between BPH/2J and BPN/3J animals. Puig *et al.* compared gene expression in kidney, aorta, heart and liver tissue in male BPH/2J, BPN/3J and the BPL/1 J (low blood pressure) strains. They identified 222 transcripts that were differentially expressed across all tissues with expression changes in the same direction [3]. Whether genes and pathways with altered expression in male hypertensive mice are also altered in female mice, remains to be determined.

In the current study we performed gene expression arrays in kidney tissue from male and female BPH/2J and BPN/3J mice. We compared gene expression profiles between BPH/2J and BPN/3J strains, and identified genes that were common to both sexes. Focusing on biological processes common to both males and females will help to refine the mechanisms that are involved in the development of hypertension.

## Methods

### Blood pressure measurements

This study involved Schlager BPH/2J and BPN/3J mice. Previous radiotelemetry studies on 18 to 20 week old males have shown that blood pressure of BPH/2J hypertensive mice is consistently high and BPN/3J mice is consistently normal [4]. In this study, radiotelemetry was performed on 12 to 13 week old male (BPN/3J n = 8, BPH/2J n = 6) and female (BPN/3J n = 3, BPH/2J n = 4) mice as previously described [4,5]. In brief, blood pressure telemetry transmitters were implanted, and 10 days after surgery recordings of systolic arterial pressure were obtained. This had the Alfred Medical Research Education Precinct Animal Ethics Committee approval.

### Tissue collection

To avoid introducing gene expression changes due to stress handling from blood pressure measurement, blood pressure was not directly measured in the animals used for the microarrays. Kidney tissue was collected from 12 week old male and female hypertensive BPH/2J and age-matched normotensive BPN/3J mice (n = 6/group) during the inactive period, which corresponds to the trough in diurnal blood pressure. Mice were euthanized via cervical dislocation and tissues were snap frozen in liquid nitrogen and stored at -80°C. This study had University of Western Sydney Animal Ethics Committee approval.

### RNA extraction

Tissues were mechanically disrupted in the deep frozen state as previously described [6]. Total RNA was extracted from frozen tissue using the Qiagen RNeasy Mini Kit (Qiagen, Germany) according to the manufacturer’s recommendations, quantified using the NanoPhotometer (Implen, Germany) and stored at −80°C.

### Microarray analysis

RNA quality assessment and microarrays were performed by the Ramaciotti Centre for Gene Function Analysis, University of New South Wales, Australia. RNA quality was confirmed based on a RNA integrity number >8 using an electrophoresis bioanalyzer (2100 Agilent Bioanalyzer) and Affymetrix GeneChip Mouse Gene 1.0 ST Arrays were used. Microarray results were normalised using robust multiarray analysis (RMA). Differentially expressed genes between hypertensive and normotensive mice were identified using GenePattern 3.1 Comparative Marker Selection analysis. This analysis performs a two-sided t-test. Genes were selected based on a Bonferroni-corrected P value < 0.05. The data obtained has been deposited in the NCBI Gene Expression Omnibus (GEO) database according to the MIAME guidelines (accession number GSE54015).

### Gene ontology analysis

The GENECODIS (http://genecodis.cnb.csic.es) web-based software tool was used to perform gene ontology (GO) enrichment analysis [7,8]. The biological process and molecular functions were analysed simultaneously. Differentially expressed genes that were common in the male and female dataset were selected and were tested against the background set of all genes present in the Affymetrix GeneChip Mouse Gene 1.0 ST Array, using the default lowest GO annotation level. In addition, pathway enrichment analysis based on the PANTHER (protein annotation through evolutionary relationship) classification database (PANTHER pathway) was used to identify significant pathways.

### Real-time PCR

cDNA was synthesised using Bioscript™ Reverse Transcriptase and random hexamers (Bioline Pty Ltd, Australia) according to the manufacturer’s protocol. This was the same RNA used for the microarrays. Quantitative PCR (qPCR) was used to validate genes found to be differentially expressed on microarray. Beta Actin (bAct), glyceraldehyde 3-phosphate dehydrogenase (Gapdh), and hypoxanthine guanine phosphoribosyl transferase (Hprt1) were used as normalising genes (Additional file 1: Table S1). Individual reactions (10 μl) contained 2× Sensifast SYBR Mix (Bioline), forward and reverse primers (10 μM), and 4 μl of cDNA (or 4 μl water for no template controls). The PCR reactions were carried out in a MxPro3005P Real Time PCR System (Stratagene, Agilent Technologies, USA) followed by a dissociation curve. All samples were run in triplicate.

Cycle threshold (Ct) values for each sample were calculated using the MxPRo QPCR software (Stratagene, Agilent Technologies, USA). Triplicate Ct values were averaged and the quantity (Q) of each sample was calculated using the delta-delta Ct method. Q values from the normaliser genes were input into geNorm and the geometric means from these genes were used to generate a normalisation factor (NF) [9]. The Q values of the genes of interest were normalised by dividing by the NF value.

### Statistical analysis

Results are expressed as mean ± standard error, or mean fold changes in expression, and analysed using a general linear model. Statistical analysis was performed with PASW Statistics version 20. A P value of <0.05 was considered significant.

## Results

Radiotelemetry was performed on male and female BPH/2J and BPN/3J mice at 12 to 13 weeks of age. Male BPN/3J and BPH/2J and female BPH/2J exhibited significant differences in blood pressure and heart rate, between the day (inactive period) and night (active period), with blood pressure and heart rate increased during the night (active period). No differences in day and night blood pressure or heart rate were seen in female BPN/3J. In males, systolic arterial pressure, diastolic pressure and heart rate were significantly higher in BPH/2J compared with BPN/3J mice, regardless of time of day. In females, BPH/2J mice had significantly higher systolic arterial pressure and heart rate at both day and night when compared to BPN/3J. However, no significant difference in diastolic pressure was observed between BPH/2J and BPN/3J females (Table 1). Within the BPH/2J strain no significant difference in 24 hour systolic arterial pressure or diastolic pressure or heart rate was observed between males and females. In the BPN/3J strain, no difference in 24 hour systolic arterial pressure or diastolic pressure was observed, however females had a significantly higher 24 hour heart rate (p = 0.02) when compared to males.

**Table 1:** **Radiotelemetry measurements in 12 to 13 week old BPH/2J and BPN/3J mice**

	**BPN/3J (mean ± SE)**	**BPH/2J (mean ± SE)**	**p value**
***Male***	**n = 6**	**n = 8**	
Systolic BP - Day (mmHg)	105.7 ± 1.8	133.5 ± 2.9	<0.001
Systolic BP- Night (mmHg)	114.2 ± 1.4	154.4 ± 4.2	<0.001
Systolic BP - 24 hr (mmHg)	109.9 ± 0.8	143.9 ± 4.0	<0.001
Diastolic BP - Day (mmHg)	78.2 ± 2.0	100.3 ± 3.2	<0.001
Diastolic BP - Night (mmHg)	87.0 ± 0.7	116.5 ± 3.3	<0.001
Diastolic BP - 24 hr (mmHg)	82.6 ± 0.6	108.4 ± 1.3	<0.001
Heart rate - Day (beats/min)	358.7 ± 13.8	518.1 ± 26.3	0.001
Heart rate - Night (beats/min)	438.5 ± 16.3	627.3 ± 5.0	<0.001
Heart rate - 24 hr (beats/min)	398.6 ± 5.2	572.7 ± 25.2	<0.001
***Female***	**n = 3**	**n = 4**	
Systolic BP - Day (mmHg)	112.1 ± 1.4	128.5 ± 1.5	0.008
Systolic BP- Night (mmHg)	117.6 ± 3.8	148.3 ± 1.6	0.009
Systolic BP - 24 hr (mmHg)	115.4 ± 3.6	138.4 ± 1.2	0.009
Diastolic BP - Day (mmHg)	93.4 ± 2.3	93.5 ± 2.1	0.98
Diastolic BP - Night (mmHg)	97.3 ± 6.6	111.7 ± 1.8	0.17
Diastolic BP - 24 hr (mmHg)	95.3 ± 3.6	102.6 ± 0.8	0.36
Heart rate - Day (beats/min)	486.8 ± 15.5	551.7 ± 9.7	0.018
Heart rate - Night (beats/min)	505.8 ± 21.1	677.7 ± 7.4	0.001
Heart rate - 24 hr (beats/min)	496.3 ± 11.2	614.7 ± 7.3	0.022

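Kidney RNA from 24 mice was measured on Affymetrix Mouse Gene arrays, with 1 array per mouse and 6 mice in each of the 4 groups (BPN/3J males, BPH/2J males, BPN/3J females and BPH/2J females). The authors normalised the arrays by RMA, and the deposited values are RMA expression on the log2 scale, from 2.12 to 14.55. The version of the RMA software is not given in the sources used here. Of the probe sets on the array, 21159 (73.3%) carried exactly 1 gene symbol, 1881 carried several and 5813 carried none, and 18782 genes had a probe set with their symbol alone. The median of an array was 6.89 to 6.93 in BPN/3J males, 6.89 to 6.92 in BPH/2J males, 6.92 to 6.97 in BPN/3J females and 6.93 to 6.95 in BPH/2J females. Across probe sets, arrays of the same group correlated at r = 0.981 to 0.997. The strains were compared within each sex by limma on 12 arrays with a Bonferroni-adjusted p under 0.05, which is the threshold the methods give. The sexes were compared within each strain in the same way with a Benjamini-Hochberg adjusted p under 0.05. The difference between the strain effects of the sexes (the strain-by-sex interaction) was fitted on all 24 arrays. Members of gene lists were counted at a Benjamini-Hochberg adjusted p under 0.05, and whole lists were tested with limma's camera at a preset correlation of 0.01 between genes. With 6 mice per group, the number of arrays limits the precision. Transcripts of other organs were present at very different levels in arrays of the same group. The mean of 25 hepatocyte genes, a list written after the arrays had been looked at, was 6.53 to 11.75 in BPN/3J females, where arrays 2 and 5 stood above the other 4. It was 6.59 to 8.55 in BPN/3J males, 6.81 to 9.29 in BPH/2J males and 6.66 to 9.41 in BPH/2J females. *Alb*, the gene of serum albumin, went from 8.45 to 13.89 over the 24 arrays. The mean of 9 adrenal cortex genes was 5.72 to 8.89, 5.80 to 8.51, 5.69 to 10.18 and 5.75 to 9.81 in the BPN/3J males, BPH/2J males, BPN/3J females and BPH/2J females.

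**Figure D1:**
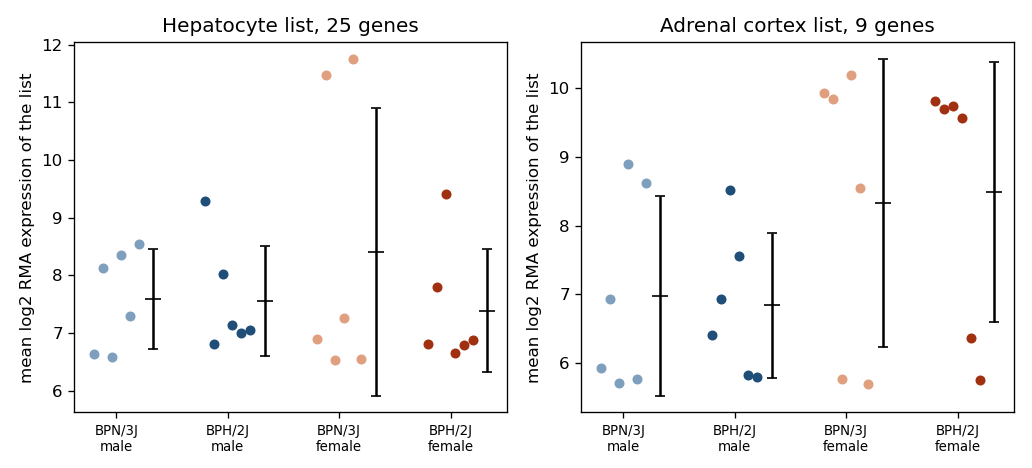
Mean log2 RMA expression of 25 hepatocyte genes (left) and of 9 adrenal cortex genes (right) in each array, by group. Each point is 1 array, the bar is the group mean with its SD (n = 6), and the spread within a group reaches 6.53 to 11.75 for the hepatocyte genes in BPN/3J females.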

Microarray expression analysis was performed on both male and female hypertensive (BPH/2J) and normotensive (BPN/3J) mice. Comparison between BPH/2J and BPN/3J was performed with male and female animals analysed separately. In males, 348 genes were found to be differentially expressed between BPH/2J and BPN/3J (Additional file 2: Table S2). Of these, 170 were upregulated and 178 were downregulated in the BPH/2J. 

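Next to *Hdc* and *Angptl7*, the single-symbol probe sets that rose most in BPH/2J males were those of *Serpina1d*, *Cbr2* and *Ttr*. *Serpina1d*, an antitrypsin gene, had a log2 fold change of 4.31 (standard error 0.185, n = 6 per strain, adjusted p = 1.34e-07). *Cbr2*, a carbonyl reductase, was 9.57-fold higher in BPH/2J (log2 fold change 3.26, standard error 0.139). *Ttr*, which encodes transthyretin and is in the list of hepatocyte genes, had a log2 fold change of 3.15 (standard error 0.345, adjusted p = 0.0137). The mean of the hepatocyte list differed by −0.04 between the male groups. *Gdpd3*, a phosphodiesterase of lysophospholipids, and *Aldh1a7*, an aldehyde dehydrogenase, rose by 2.42 (standard error 0.0453) and 2.43 (standard error 0.0969) on the log2 scale. The largest fall among probe sets with 1 symbol was in *Atg4a*, a protease of the autophagy pathway, which was 11.8-fold lower in BPH/2J males (log2 fold change −3.56, standard error 0.0862, adjusted p = 8.51e-11). *Tmem267* (−3.25, standard error 0.062) and *Akr1c18*, a hydroxysteroid dehydrogenase that acts on progesterone (−2.46, standard error 0.137), also fell. In all, 740 probe sets passed a Bonferroni-adjusted p under 0.05 from limma. They carried 497 distinct gene symbols, and 471 of the 740 differed by more than 1.5-fold. The test that the methods name, taken with unequal variances, gave 447 probe sets on the same values, and limma with the replicate number as a block gave 321.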

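Of the 40 fixed gene lists, 10 were called as higher and 2 as lower in BPH/2J males at the preset correlation. With an estimated correlation, 0 were called. Of 9 vascular smooth muscle and pericyte genes measured, 8 were higher and none was lower (9 higher when adjusted over the list alone), among them *Rgs5* at 0.46 (standard error 0.0506), *Acta2* at 0.44 (0.0713) and *Myh11* at 0.43 (0.0671) on the log2 scale. The list had an adjusted p of 2.47e-06, and adjusted p = 0.156 with an estimated correlation. Of 26 genes of fatty acid oxidation, 11 were higher and 2 lower (14 and 3 when adjusted over the list alone, adjusted p = 0.000199, or adjusted p = 0.295 with an estimated correlation). In females 11 of these were higher and 3 lower and the list did not pass (adjusted p = 0.0716, or adjusted p = 0.723 with an estimated correlation), though it passed with quantile normalisation (adjusted p = 0.0383), a trended and robust variance (adjusted p = 0.0401) and fry (adjusted p = 0.0236); its interaction had an adjusted p of 0.0232, or adjusted p = 0.772 with an estimated correlation. In males *Acox2*, a peroxisomal oxidase, rose by 1.39 (standard error 0.0505) and *Pdk4* by 0.91 (0.163), while *Acaa2* fell by 0.42. Markers of intercalated cells were higher for 6 of 10 genes and lower for none (7 when adjusted over the list alone, adjusted p = 0.000234, or adjusted p = 0.334 with an estimated correlation), led by the ammonium transporter *Rhbg* at 0.74 (standard error 0.0417). Podocyte markers were higher for 5 of 7 genes (6 when adjusted over the list alone, adjusted p = 0.000421, or adjusted p = 0.218 with an estimated correlation), including the cell cycle inhibitor *Cdkn1c* at 0.54 (0.0552). Of 25 extracellular matrix genes, 9 were higher and 2 lower (9 and 3 when adjusted over the list alone, adjusted p = 0.0118, or adjusted p = 0.431 with an estimated correlation), with *Fmod* at 1.13 (standard error 0.0687) and the collagen chaperone *Serpinh1* at −0.54 (0.0706). Fibroblast markers were higher for 2 of 9 genes (adjusted p = 0.0122, or adjusted p = 0.218 with an estimated correlation). Of 21 mitotic genes, 5 were lower and none higher (9 lower when adjusted over the list alone, adjusted p = 0.000334, or adjusted p = 0.24 with an estimated correlation). *Ncapg*, a condensin subunit, fell by 0.84 in males and 0.92 in females and the spindle checkpoint kinase *Bub1b* by 0.48 and 0.54. These were the 2 of the 21 that were lower in females, where none was higher (adjusted p = 0.889), and the interaction of the list had an adjusted p of 0.00338, or adjusted p = 0.73 with an estimated correlation. By probe set, 328 were higher and 412 lower in BPH/2J males, and by distinct gene symbol 254 were higher and 243 lower.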

In the females, 300 genes were found to be differentially expressed, with 152 upregulated and 150 downregulated in the BPH/2J (Additional file 3: Table S3). 

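The largest fall in BPH/2J females among called probe sets with 1 symbol was in *Spink6*, a serine protease inhibitor. It was 25.9-fold lower than in BPN/3J females (log2 fold change −4.69, standard error 0.0909, n = 6 per strain, adjusted p = 1.14e-11). *Wfdc17* fell by 2.43 (standard error 0.185, adjusted p = 0.000268) and *Lrmda* was 4.13-fold lower. *Atp4a*, the catalytic subunit of the proton-potassium pump of the stomach, was 5.29-fold higher (log2 fold change 2.40, standard error 0.055), and *Plekhb1* was 4.00-fold higher (standard error 0.0646 on the log2 scale). Of 25 extracellular matrix genes, 12 were higher and 1 lower in females (17 and 1 when adjusted over the list alone, adjusted p = 2.46e-06, or adjusted p = 0.174 with an estimated correlation), among them *Loxl2* at 0.83 (standard error 0.0592), *Lox* at 0.67 (0.0765) and *Col3a1* at 0.38 (0.0574). Markers of vascular smooth muscle and pericytes were higher for 8 of 9 genes (adjusted p = 2.46e-06, or adjusted p = 0.174 with an estimated correlation), of fibroblasts for 4 of 9 (adjusted p = 0.00508, or adjusted p = 0.597 with an estimated correlation) and of adipocytes for 4 of 10 (adjusted p = 0.00969, or adjusted p = 0.617 with an estimated correlation). The fat gene *Cidea* went from 7.40 to 9.40 within BPH/2J females, and fat carried over with the kidney was not tested as a source of the adipocyte rise. All 7 measured podocyte markers were higher (adjusted p = 0.000136, or adjusted p = 0.144 with an estimated correlation), as were 8 of 10 intercalated cell markers (9 when adjusted over the list alone, adjusted p = 2.96e-06, or adjusted p = 0.17 with an estimated correlation). Of 8 principal cell markers, 4 were higher and none lower (adjusted p = 0.00359, or adjusted p = 0.597 with an estimated correlation), including the sodium channel subunits *Scnn1b* at 0.46 (standard error 0.0424) and *Scnn1g* at 0.42 (0.0438). Of 34 genes of the mitochondrial respiratory chain, 5 were higher and none lower (adjusted p = 0.00472, or adjusted p = 0.617 with an estimated correlation), and the interaction of the list had an adjusted p of 0.0126, or adjusted p = 0.73 with an estimated correlation. Cholesterol synthesis genes were lower for 3 of 19 and higher for none (5 lower when adjusted over the list alone, adjusted p = 0.00231, or adjusted p = 0.617 with an estimated correlation), with *Hmgcs1* at −0.76 (standard error 0.0475) and *Insig1* at −0.66 (0.135). In males 4 of the 19 were higher and 8 lower (adjusted p = 0.068, or adjusted p = 0.677 with an estimated correlation). Hepatocyte genes were lower for 1 of 25 in BPH/2J females and the other 24 did not pass. This list was written after the arrays had been looked at, and its camera p-values were not adjusted over the 40 lists. They were p = 0.00183, or p = 0.474 with an estimated correlation. The list mean differed by −1.02 (exact permutation p = 0.374). Without the BPN/3J female arrays 2 and 5, an alternative chosen after seeing the data, the cholesterol list had an adjusted p of 0.151. In all, 681 probe sets passed the Bonferroni threshold in limma, 310 higher and 371 lower, with 451 distinct gene symbols (229 higher, 222 lower). Without those arrays 466 probe sets passed. The test of the methods with unequal variances gave 398, and the replicate number as a block gave 304.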

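Some of the largest rises shared by males and females were of nearly equal size in both, and others were not. *Snord53*, a small nucleolar RNA, was 6.15-fold higher in BPH/2J males and 6.31-fold higher in BPH/2J females (standard errors 0.13 and 0.119 on the log2 scale, n = 6 per group). *Zfp605*, a zinc finger gene, rose by 2.31 (standard error 0.0707) in males and 2.25 (0.101) in females on the log2 scale. The rise was smaller in females for *Cbr2* (interaction −0.98, standard error 0.197, adjusted p = 0.00656) and for *Gdpd3* (interaction −0.76, standard error 0.0985, adjusted p = 4.12e-05). Among shared falls, *Adgre5*, an adhesion receptor of leukocytes, changed by −2.52 (standard error 0.0518) in males and −2.12 (0.0865) in females, and *Eif4a3*, an RNA helicase of the exon junction complex, by −1.83 (0.0982) and −1.85 (0.103). *Sectm1a* fell by 2.64 and 2.21. A total of 424 probe sets passed the Bonferroni threshold in both sexes with the same direction, 180 higher and 244 lower in BPH/2J, against 3.52 and 5.30 expected from independent lists. They carried 248 distinct gene symbols, of which 128 were higher and 120 lower. Of the probe sets called in both sexes, 1 went in opposite directions. Without the BPN/3J female arrays 2 and 5, which carried the most hepatocyte transcript, 342 were shared, 332 of them among the 424. The test of the methods with unequal variances gave 223 shared probe sets, 76 higher and 147 lower, and the replicate block 183.

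**Figure D2:**
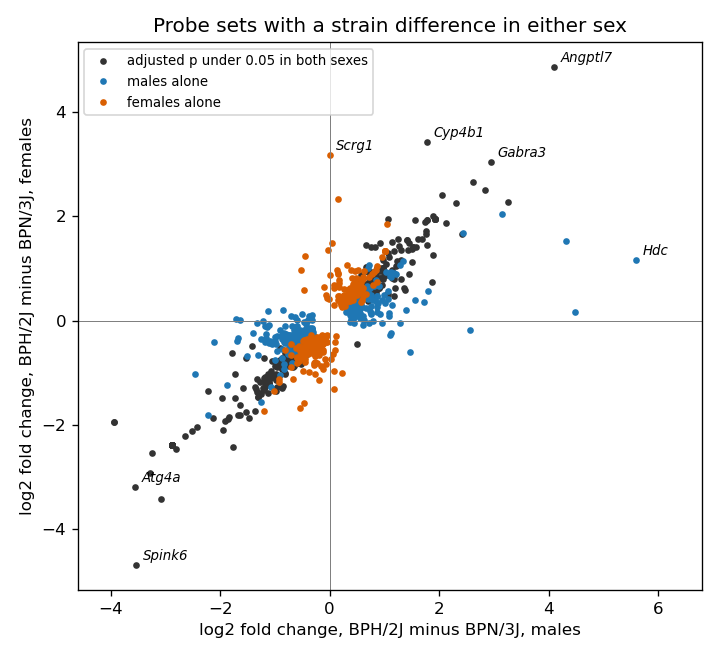
Log2 fold change between BPH/2J and BPN/3J in males (horizontal axis) and in females (vertical axis) for each probe set with a Bonferroni-adjusted limma p under 0.05 in either sex. The 424 probe sets called in both sexes with the same direction lie in the lower left and upper right parts, and Scrg1 lies at 0.00 in males.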

Of the genes that were identified as being differentially expressed, 70 upregulated and 83 downregulated genes were common between males and females.

Of the differentially expressed genes common in both the male and female lists, GO enrichment analysis was performed using GENECODIS [7,8] and biological processes and molecular functions were examined. 

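Among the differences common to both sexes, genes of solute carriers, organic anion transporters, ABC transporters and transport ATPases were found by their symbols (Slc, Slco, Abc and Atp), since no gene ontology annotation was used here. Of 497 such genes, 12 were called in both sexes, 4 higher and 8 lower in BPH/2J. *Atp10d*, a lipid flippase, rose by 2.13 (standard error 0.038, n = 6 per strain) in males and 1.87 (0.0613) in females on the log2 scale, and the peptide transporter *Slc15a2* rose by 0.85 (0.0439) and 0.61 (0.0384). *Slco1a6*, an organic anion transporter, was higher by 0.57 (0.0483) and 0.87 (0.052). The amino acid transporter *Slc6a18* changed by −1.79 (0.0524) and −0.61 (0.0511), the monocarboxylate transporter family member *Slc16a5* by −1.67 (0.136) and −1.82 (0.0642), and *Slc16a14* by −0.86 and −1.25. The share of transport genes called was 2.41%, against 1.24% of 18285 other genes (Fisher's exact test, odds ratio 1.97, 95% confidence interval 0.995 to 3.54, p = 0.0378). With probe sets under the 40th percentile of mean expression left out, the odds ratio was 1.47 (Fisher's exact test, p = 0.172).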

Single categories that were significantly enriched in our gene set were transport (GO:0006810, p = 0.01), metabolic process (GO:0008152, p = 0.019) and hydrolase activity (GO:0016787, p = 0.038). In addition to these single GO terms, a significant set of genes were co-annotated with oxidation-reduction process and oxidoreductase activity (GO:0055114, GO:0016491, p = 0.026) or metabolic process and hydrolase activity (GO:0008152, GO:0016787, p = 0.025). 

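*Cyp4b1*, a cytochrome P450 enzyme, was 3.43-fold higher in BPH/2J males (log2 fold change 1.78, standard error 0.0449, n = 6 per strain) and 10.7-fold higher in BPH/2J females (log2 fold change 3.42, standard error 0.083). *Cyp4a31*, of the family that hydroxylates fatty acids, rose by 1.37 (0.0773) in males and 0.60 (0.061) in females, and *Aldh4a1*, a mitochondrial aldehyde dehydrogenase of proline breakdown, rose by 0.35 (0.0328) and 0.37 (0.0368). These were the 3 called in both sexes among 220 genes with the symbol stems Cyp, Aldh, Hsd17b, Akr, Fmo, Acad, Acox, Nduf and Cox. The share was 1.36%, against 1.27% of the other genes (Fisher's exact test, odds ratio 1.07, 95% confidence interval 0.218 to 3.22, p = 0.76). Of 31 antioxidant and glutathione enzymes, 11 were higher and 2 lower in males (11 and 3 when adjusted over the list alone, adjusted p = 0.0287, or adjusted p = 0.431 with an estimated correlation, and adjusted p = 0.0825 without dim probe sets). In females 6 were higher and 3 lower (adjusted p = 0.896), and the interaction of the list had an adjusted p of 0.0232, or adjusted p = 0.73 with an estimated correlation. *Mgst3*, a microsomal glutathione transferase, rose by 1.06 (0.0549) in males and 0.52 (0.059) in females, and *Gsto1* by 0.57 and 0.49, while *Gstk1* fell by 0.55 and 0.48 and the transhydrogenase *Nnt* by 0.35 and 0.33. Enzymes and receptors of eicosanoid metabolism were higher for 9 of 26 genes in males and lower for 1 (9 and 2 when adjusted over the list alone, adjusted p = 0.00052, or adjusted p = 0.172 with an estimated correlation). In females 9 were higher and 1 lower and the list did not pass (adjusted p = 0.0731, or adjusted p = 0.341 with an estimated correlation), though it passed with a trended and robust variance (adjusted p = 0.0432) and with fry (adjusted p = 9.74e-07). As alternatives chosen after seeing the data, it passed without the BPN/3J female arrays 2 and 5 (adjusted p = 0.0275) and with hepatocyte and adrenal covariates (adjusted p = 0.0456). The interaction had an adjusted p of 0.0449, or adjusted p = 0.579 with an estimated correlation. Among those higher in both sexes were the phospholipase *Pla2g5* at 1.31 (0.106) in males and 1.16 (0.0515) in females, and the leukotriene receptor *Cysltr2* at 1.26 (0.106) and 1.56 (0.103).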

Panther Pathway enrichment analysis was also performed and no pathways were found to be significantly represented in our gene list.

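Genes of the renin-angiotensin system moved in both directions. In males 4 of 13 were higher and 3 lower (5 and 3 when adjusted over the list alone, adjusted p = 0.417), and in females 3 were higher and 3 lower (4 and 4 when adjusted over the list alone, adjusted p = 0.897). By fry the list passed in males (adjusted p = 0.0193) and not in females (adjusted p = 0.913). *Mme*, which encodes the peptidase neprilysin, rose by 1.06 (standard error 0.0475, n = 6 per strain) in males and 0.51 (0.0547) in females on the log2 scale, while the aminopeptidase gene *Enpep* fell by 0.53 and 0.44 and *Agt*, the gene of angiotensinogen, by 0.32 and 0.42. *Mas1*, a receptor of angiotensin fragments, fell by 1.17 in males and had a log2 fold change of −0.25 in females (interaction 0.91, standard error 0.136, adjusted p = 0.000242). It averaged 6.77 in BPN/3J males, but 5.17 in BPN/3J females and 4.91 in BPH/2J females. The Y-linked gene *Eif2s3y* averaged 4.42 and 4.61 in these females. *Mas1* thus had little room to fall in females, and a floor was not separated from a sex difference. Of 29 genes of renal sodium and potassium transport, 6 were higher and 2 lower in males (7 and 2 when adjusted over the list alone, adjusted p = 0.113), and 6 higher and 1 lower in females (8 and 1 when adjusted over the list alone, adjusted p = 0.0716, or adjusted p = 0.738 with an estimated correlation). In females this list passed with quantile normalisation (adjusted p = 0.0341), a trended and robust variance (adjusted p = 0.0364) and fry (adjusted p = 0.0163). In males it passed with fry alone (adjusted p = 0.0193). The cotransporter *Slc12a2* rose by 0.71 (0.0367) in males and had a log2 fold change of −0.04 in females (interaction −0.76, standard error 0.0471, adjusted p = 2.55e-10), and the thiazide-sensitive cotransporter *Slc12a3* fell by 0.33 and 0.22. Of 15 genes of catecholamine and adrenergic signalling, 3 were higher and 1 lower in males, and 2 were higher and 2 lower in females. Of the 40 lists, 12 had an adjusted p under 0.05 in males and 12 in females at the preset correlation, and 0 in either sex with an estimated correlation. The rotation test fry, which does not compare a list with other genes, called 21 in males and 18 in females.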

Genes were selected for validation by qPCR (Table 2). These genes were selected based on fold change differences, previous association with blood pressure regulation, and/or involvement in processes or pathways that may influence blood pressure. Of the genes that were differentially expressed in both the male and female, BPH/2J and BPN/3J comparisons, 15 out of 21 genes (71%) were validated on qPCR. 

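On the arrays, 14 of the 15 genes had a probe set with their symbol alone, and all 14 differed between BPH/2J and BPN/3J in males at the Bonferroni threshold, 7 higher and 7 lower. In females 13 passed, 6 higher and 7 lower, and *Hdc* did not. The list was chosen by the study on these samples, so its direction is not independent evidence. *Kcnk1*, a potassium channel, was 2.56-fold lower in BPH/2J males and 3.35-fold lower in BPH/2J females (log2 fold changes −1.36 and −1.74, standard errors 0.0555 and 0.0479, n = 6 per group). *Serpinb8*, a serine protease inhibitor, changed by −1.64 (standard error 0.0987) and −1.80 (0.0596). *Vwa1*, an extracellular matrix protein with a von Willebrand factor domain, fell more in males than in females, at −1.73 (0.0955) and −1.03 (0.0514), with an interaction of 0.69 (standard error 0.112, adjusted p = 0.000649). *Pld1*, a phospholipase, changed by −0.89 (0.0709) and −0.87 (0.0521), and the kinase *Pak6* by −0.70 (0.0499) and −0.78 (0.0583). Pter shares its 2 probe sets with C1ql3 and is not counted, and the 2 had opposite signs. The brighter had log2 fold changes of −0.36 in males (adjusted p = 0.00966) and −0.36 in females (adjusted p = 0.00636), and the other 0.68 (adjusted p = 4.2e-05) and 0.66 (adjusted p = 0.0917). Of the genes used to normalise the qPCR, *Actb*, *Gapdh* and *Hprt* did not pass in either sex, with log2 fold changes from −0.04 to 0.05. With the replicate number as a block, *Pak6* in males (adjusted p = 0.0758) and, in females, *Il10rb* (adjusted p = 0.0564) and *Dna2* (adjusted p = 1) no longer passed the Bonferroni threshold.

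**Figure D3:**
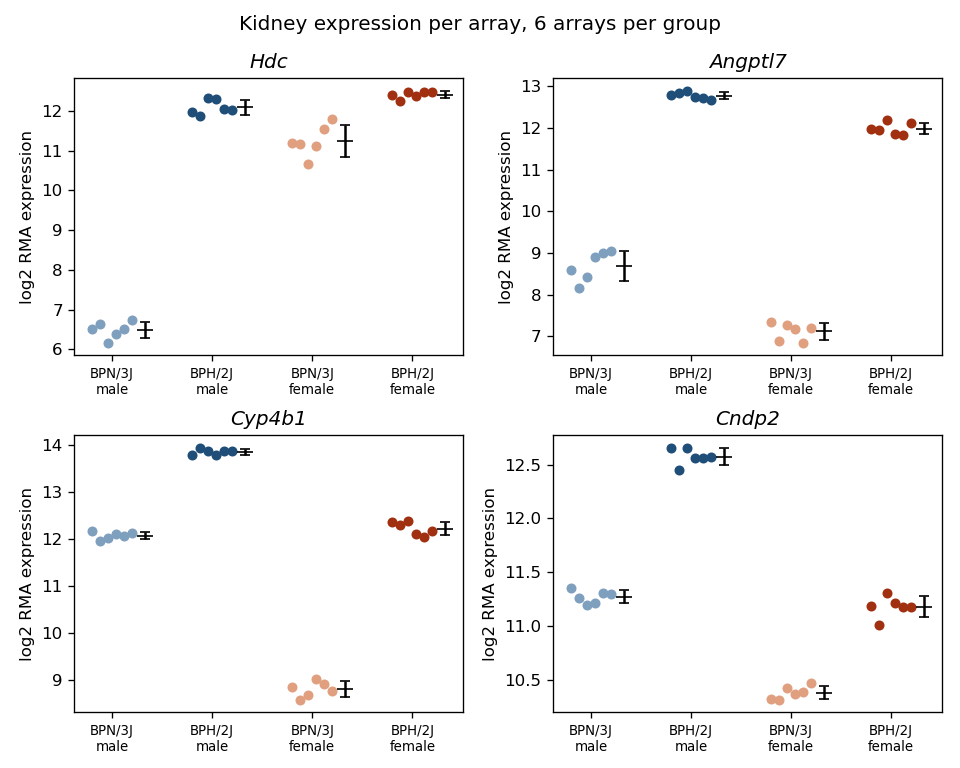
Log2 RMA expression of Hdc, Angptl7, Cyp4b1 and Cndp2 in each array, by group. Each point is 1 array and the bar is the group mean with its SD (n = 6), and each of the 4 genes is higher in BPH/2J than in BPN/3J in both sexes, with Cyp4b1 10.7-fold higher in females.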

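On the arrays, 6 of the 14 measured genes were higher in BPH/2J females than in BPH/2J males, 4 were lower and 4 did not pass a Benjamini-Hochberg adjusted p under 0.05 from limma over all probe sets. In BPN/3J, 5 were higher in females, 4 were lower and 5 did not pass. Adjusted over the list alone, the counts were 6 higher and 4 lower in BPH/2J, and 7 higher and 4 lower in BPN/3J. The study chose the list on these samples for its strain differences, so the counts are not independent evidence. *Hprt*, a gene used to normalise the qPCR, was lower in females by −0.28 (standard error 0.0315, adjusted p = 2e-05, n = 6 per group) in BPH/2J and by −0.29 (0.0364, adjusted p = 5.63e-05) in BPN/3J. *Actb* differed by 0.03 and 0.05 and *Gapdh* by −0.01 and −0.02, and neither passed.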

The expression of these genes was also compared between males and females within a strain (Table 3). The expression of *Hdc*, *Edn3, Il10rb, Gabra3a*, *Kcnk1*, and *Serpinb8* was significantly higher in female kidneys compared to male kidneys in both the BPH/2J and BPN/3J strains. 

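*Il10rb*, a subunit of the receptor of the cytokine IL10, was higher in females in both strains on the arrays, by 0.59 (standard error 0.0413, adjusted p = 2.73e-07, n = 6 per group) in BPH/2J and 0.53 (0.0478, adjusted p = 2.85e-06) in BPN/3J on the log2 scale. *Kcnk1* was higher by 0.33 (0.0529, adjusted p = 0.000346) and 0.72 (0.0508, adjusted p = 2.79e-07). *Hdc* was higher in BPH/2J females by 0.32 (0.0783, adjusted p = 0.00762) and 26.9-fold higher in BPN/3J females (adjusted p = 2.2e-10). *Edn3* was 1.24-fold higher in BPH/2J females (adjusted p = 0.00287), and its difference of 0.13 in BPN/3J did not pass (adjusted p = 0.269). *Serpinb8* differed by 0.15 (adjusted p = 0.17) in BPH/2J and was higher by 0.32 (adjusted p = 0.0134) in BPN/3J. *Gabra3*, a subunit of the receptor of gamma-aminobutyric acid, differed by −0.02 (adjusted p = 0.834) in BPH/2J and −0.12 (adjusted p = 0.473) in BPN/3J and passed in neither. Adjusted over the list alone, its values were 0.721 and 0.335, and those of *Serpinb8* 0.0885 and 0.00483.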

*Angplt7*, *Cndp2* and *Cyp4b1* expression was significantly lower in females when compared to males within a strain. 

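*Cyp4b1* had the largest sex difference of these genes on the arrays. It was 3.10-fold lower in females than in males in BPH/2J (log2 difference −1.63, standard error 0.0612, n = 6 per group) and 9.66-fold lower in BPN/3J (−3.27, standard error 0.0714), and the strain effect differed between the sexes (interaction 1.64, standard error 0.0955, adjusted p = 8.44e-11). *Cndp2* was 2.63-fold lower in females in BPH/2J (adjusted p = 4.86e-10) and 1.86-fold lower in BPN/3J (adjusted p = 4.37e-09). *Angptl7* was 1.73-fold lower in females in BPH/2J (standard error 0.0637 on the log2 scale, adjusted p = 9.67e-07) and 2.96-fold lower in BPN/3J (standard error 0.15, adjusted p = 4.54e-06). For each of the 3 genes, no female array overlapped a male array of the same strain (exact permutation test, p = 0.00216 in each strain, the smallest that 6 mice against 6 allow).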

The expression of *Pld1* and *Pak6* was significantly higher only in BPH/2J females, while the expression of *Vwa1* was significantly lower only in the BPN/3J females. 

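*Vwa1* was lower in BPN/3J females than in BPN/3J males by −0.45 (standard error 0.0885, adjusted p = 0.00174, n = 6 per group) on the log2 scale and higher in BPH/2J females by 0.25 (0.0636, adjusted p = 0.0104). Adjusted over the list alone, the values were 0.000445 and 0.00313. *Pld1* was higher in BPH/2J females by 0.19 (0.0631, adjusted p = 0.0351) and differed by 0.17 (0.0616, adjusted p = 0.0543) in BPN/3J. Its strain-by-sex interaction was 0.02 (standard error 0.0891, adjusted p = 0.957). *Pak6* differed by 0.09 (0.0534, adjusted p = 0.265) in BPH/2J and was higher in BPN/3J females by 0.16 (0.0549, adjusted p = 0.0438), with an interaction of −0.07 (standard error 0.0761, adjusted p = 0.78). Adjusted over the list alone, *Pld1* had 0.0129 and 0.0207 in BPH/2J and BPN/3J, and *Pak6* 0.148 and 0.0191.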

No difference in expression between the sexes within a strain was observed for *Mcm6*, *Dna2* or *Pter*.

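*Mcm6* differed between females and males by 0.14 (standard error 0.096, adjusted p = 0.319, n = 6 per group) in BPH/2J and by 0.18 (0.0658, adjusted p = 0.0522) in BPN/3J on the log2 scale, and passed in neither over all probe sets. Adjusted over the list alone, its values were 0.177 and 0.0207. *Dna2* was lower in BPH/2J females by −0.25 (0.0608, adjusted p = 0.00669), and its difference of 0.05 in BPN/3J did not pass (0.0525, adjusted p = 0.548). The strain-by-sex interaction of *Dna2* was −0.30 (standard error 0.0803, adjusted p = 0.0588). Pter shares its probe sets with C1ql3, so their values cannot be assigned to Pter alone. The brighter differed by −0.01 in BPH/2J (adjusted p = 0.829) and −0.01 in BPN/3J (adjusted p = 0.853). The other was lower in females by −0.52 in BPH/2J (adjusted p = 0.000105) and −0.50 in BPN/3J (adjusted p = 6.14e-05).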

**Table 2:** **Genes common in males and females that were validated by qPCR**

	**Male**			**Female**		
**Gene**	**FC qPCR**	**P value qPCR**	**FC (array)**	**FC qPCR**	**P value qPCR**	**FC (array)**
*Hdc*	1154	<0.001	1.86	5.0	<0.001	1.10
*Gabra3*	97	<0.001	1.53	128	<0.001	1.56
*Angptl7*	53	<0.001	1.47	89	<0.001	1.68
*Cyp4b1*	12.2	<0.001	1.15	20.4	<0.001	1.39
*Edn3*	4.4	<0.001	1.14	3.8	<0.001	1.16
*Dna2*	1.7	0.001	1.12	1.4	0.02	1.08
*Cndp2*	1.4	0.01	1.12	1.9	0.03	1.08
*Mcm6*	−10	<0.001	−1.30	−8.7	<0.001	−1.30
*Vwa1*	−10	<0.001	−1.23	−3.0	<0.001	−1.14
*Kcnk1*	−3.3	<0.001	−1.15	−3.2	<0.001	−1.18
*Serpinb8*	−2.5	<0.001	−1.21	−2.7	<0.001	−1.22
*Pld1*	−2.0	0.001	−1.11	−1.4	0.02	−1.11
*Pter*	−1.7	0.001	−1.03	−1.5	<0.001	−1.03
*Pak6*	−1.7	<0.001	−1.10	−1.3	0.03	−1.11
*Il10rb*	−1.3	0.004	−1.07	−1.3	0.01	−1.06

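*Gabra3* shows the scale of the array fold changes in Table 2. Its mean log2 expression was 8.50 ± 0.137 (SD, n = 6) in BPH/2J males and 5.55 ± 0.0734 (SD, n = 6) in BPN/3J males. The difference of 2.95 log2 units corresponds to 7.72-fold, and the ratio of the 2 means is 1.53. In females the means were 8.47 ± 0.102 and 5.43 ± 0.289, a difference of 3.04 units or 8.23-fold, and a ratio of 1.56. For each gene of Table 2 with a probe set of its own, the ratio of the mean log2 values lay within 0.01 of the array fold change printed there. All other folds given from the arrays are 2 to the power of the difference.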

Values represent mean fold changes (FC) between BPH/2J and BPN/3J samples relative to BPN/3J. Positive values indicate higher expression in BPH/2J samples while, negative values indicate lower expression in BPH/2J samples.

**Table 3:** **Quantitative PCR fold changes in females, relative to males within a strain**

	**BPH/2J**		**BPN/3J**	
**Gene**	**FC**	**P value**	**FC**	**P value**
*Hdc*	1.7	<0.001	388	<0.001
*Gabra3*	1.6	0.005	1.2	0.01
*Angptl7*	−2.8	<0.001	−4.7	<0.001
*Cyp4b1*	−13.2	<0.001	−22.2	<0.001
*Edn3*	1.7	0.005	1.9	0.005
*Dna2*	1.0	0.17	1.2	0.99
*Cndp2*	−1.6	<0.001	−2.1	0.002
*Mcm6*	1.9	0.03	1.7	0.03
*Vwa1*	1.8	0.01	−1.5	<0.001
*Kcnk1*	1.9	<0.001	2.1	<0.001
*Serpinb8*	1.8	<0.001	1.8	0.001
*Pld1*	1.9	0.001	1.4	0.03
*Pter*	1.2	0.12	1.2	0.08
*Pak6*	1.3	0.01	1.1	0.38
*Il10rb*	1.6	<0.001	1.7	<0.001

Values represent mean fold changes (FC) between male and female samples relative to males within a strain. Positive values indicate higher expression in female samples while, negative values indicate lower expression in female samples.

## Discussion

This study performed gene expression arrays in kidneys of BPH/2J and BPN/3J male and female mice. It is the first study to measure and compare gene expression profiles in female BPH/2J and BPN/3J mice to determine the mechanisms involved in the development of high blood pressure in these mice. The BPH/2J strain was generated via multiple generations of brother sister mating selecting for high blood pressure. Radiotelemetry in these mice found significantly increased systolic arterial pressure in both male and female hypertensive mice, compared with the normotensive strain, with no difference in blood pressure between males and females. This would suggest that a common mechanism is responsible for high blood pressure in both sexes. 

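Some genes had a strain difference in females that was not found, was smaller or was reversed in males. *Scrg1* was 9.11-fold higher in BPH/2J females and had a log2 fold change of 0.00 in males (interaction 3.19, standard error 0.129, n = 6 per group, adjusted p = 8.32e-14). *Inmt*, an N-methyltransferase of tryptamine, rose by 2.33 (standard error 0.224) in females and differed by 0.16 (0.0479) in males (interaction 2.17, adjusted p = 4.46e-06). *Cndp1*, the gene of serum carnosinase, was 2.35-fold higher in BPH/2J females and 1.37-fold lower in BPH/2J males (interaction 1.68, standard error 0.0897, adjusted p = 1.59e-11). In the other direction, the carboxylesterase *Ces1g* rose by 2.57 (0.172) in males and had a log2 fold change of −0.18 (0.399) in females (interaction −2.75, adjusted p = 0.000978). The shared probe sets were 57.3% of the calls in males and 62.3% of those in females. A further 315 probe sets passed in males and not in females, and 292 of these had the same direction in females. A Benjamini-Hochberg adjusted p under 0.05 in females was reached by 229 (72.7%), and the interaction passed for 108. Of 256 probe sets that passed in females and not in males, 240 had the same direction in males, 195 (76.2%) reached that level and 61 had an interaction. Over all probe sets the interaction passed a Benjamini-Hochberg adjusted p under 0.05 for 508, 265 of them with the more positive strain effect in females and 243 with the more positive effect in males.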

We found that while there were differences in the expression profiles between BPH/2J and BPN/3J depending on sex, approximately half of the differentially expressed genes were present in both male and female datasets. This allowed us to refine the list of possible candidate genes that were only differentially expressed in both sexes. This list included *Angptl7, Hdc*, *Cndp2*, *Dna2*, *Edn3*, which were up-regulated in the hypertensive mice and may have a physiological role in the regulation of high blood pressure. 

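All 5 genes were higher in every BPH/2J array than in every BPN/3J array of the same sex (exact permutation test, p = 0.00216 for each gene in each sex, n = 6 per group). The paper chose these genes on the same arrays. All 740 Bonferroni calls in males and all 681 in females were also separated without overlap. These p-values are therefore not independent evidence. In males, *Hdc* was 48.4-fold higher in BPH/2J, *Angptl7* 17.0-fold, *Cndp2* 2.47-fold, *Edn3* 1.96-fold and *Dna2* 1.80-fold. In females, *Angptl7* was 29.1-fold higher, *Hdc* 2.24-fold, *Edn3* 2.23-fold, *Cndp2* 1.74-fold and *Dna2* 1.46-fold. Each passed the Bonferroni threshold in males, and each but *Hdc* passed it in females (adjusted p = 0.0872). The strain effects of *Hdc*, *Angptl7* and *Cndp2* differed in size between the sexes. In *Dna2* the adjusted p in females was 0.0363, and it was between 0.0898 and 0.175 when any 1 female array other than BPN/3J female 5 or BPH/2J female 3 was left out, 0.281 by the test of the methods, 0.0553 after quantile normalisation and 1 with the replicate block. From blood pressure that did not differ between the sexes, the paper proposes a mechanism common to both, and it takes genes found in both sexes as possible candidates.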

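*Mcm6*, a subunit of the replicative helicase, was 3.61-fold lower in BPH/2J males and 3.72-fold lower in BPH/2J females. *Il10rb* was 1.55-fold and 1.49-fold lower. For both genes every BPH/2J array lay below every BPN/3J array of the same sex (n = 6 per group), and the strain effect did not differ between the sexes, with an interaction of −0.04 (standard error 0.12, adjusted p = 0.941) for *Mcm6* and 0.06 (0.0606, adjusted p = 0.772) for *Il10rb*.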

*Mcm6* and *Il10rb* were both down-regulated in the hypertensive mice and may also play a role high blood pressure. A previous study compared gene expression across multiple tissues between 12 week old male hypertensive and normotensive mice [3]. 

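*Angptl7* and *Hdc*, which were higher in BPH/2J, and *Mcm6* and *Il10rb*, which were lower, all passed the Bonferroni threshold in males, with adjusted p-values from limma of 3.53e-09, 1.72e-12, 5.26e-08 and 3.37e-05 in that order. In females, *Angptl7* (adjusted p = 1.01e-11), *Mcm6* (adjusted p = 8.93e-07) and *Il10rb* (adjusted p = 0.000767) passed it. *Hdc* in females passed at the Benjamini-Hochberg threshold, with an adjusted p of 0.000113.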

A number of genes, including *Angplt7*, *Hdc*, *Mcm6* and *Il10rb* that were identified as being differentially expressed in the kidneys of those animals were also identified in the kidneys of male and females in the current study.

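*Angptl7* averaged 12.78 ± 0.0797 (SD, n = 6) in BPH/2J males and 8.69 ± 0.353 in BPN/3J males on the log2 scale, and 11.99 ± 0.139 in BPH/2J females and 7.12 ± 0.204 in BPN/3J females. The strain difference was 4.09 (standard error 0.132) in males and 4.86 (standard error 0.0934) in females, and it was larger in females by 0.77 (standard error 0.17, interaction adjusted p = 0.0145). Males were above females in both strains, by more in BPN/3J than in BPH/2J. *Angptl7* had the largest rise among all single-symbol probe sets called in females and the third largest in males.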

We show that expression of this *Angptl7* is increased in BPH/2J kidneys, with expression being significantly higher in male kidneys compared to females within a strain. Angptl7 belongs to the angiopoietin like protein family. Several angiopoietin-like proteins have been shown to be involved in the regulation of angiogenesis as well as lipid and glucose metabolism [10]. Angptl7 is the least studied of all the angiopoietin-like proteins. Studies in patients with glaucoma, a condition characterised by increased intraocular pressure, have reported elevated *Angptl7* expression in the cornea [11]. Longitudinal cohort studies have also shown hypertension is associated with an elevated risk of developing glaucoma [12]. These studies, together with the increased expression of *Angptl7* observed in the kidneys of our hypertensive mice, suggests that *Angptl7* may be upregulated in response to increased vasculature pressure.

The BPH/2J has been shown to be a model of neurogenic hypertension and these mice have increased sympathetic activity [4]. Histidine decarboxylase (Hdc) and carnosine dipeptidase 2 (Cndp2) have been shown to be involved in sympathetic activity. These genes are part of the carosine- histidine - histamine metabolic pathway. Carnosine is broken down into histidine via the action of Cndp2, and then histidine is converted into histamine by Hdc. Carnosine is an antioxidant that has been reported to have a protective effect on kidneys as a scavenger of reactive oxygen species [13]. It has been shown to reduce renal sympathetic nerve activity in rats, and inhibit hypertension in DOCA salt hypertensive rats [14]. Additionally, a patient with congenital carnosinase deficiency, the inability to breakdown carnosine, was reported to have elevated levels of carnosine and hypotension [15]. 

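*Cndp2*, the cytosolic carnosine dipeptidase, averaged 12.57 ± 0.0765 (SD, n = 6) in BPH/2J males and 11.27 ± 0.0596 in BPN/3J males on the log2 scale, and 11.18 ± 0.0972 and 10.38 ± 0.0607 in the females. The difference was 1.30 (standard error 0.0447, adjusted p = 7.65e-09) in males and 0.80 (0.049, adjusted p = 2e-05) in females, smaller in females by −0.50 (standard error 0.0642, interaction adjusted p = 3.21e-05). *Cndp1*, which encodes the other carnosine dipeptidase, went in opposite directions in the sexes, with log2 fold changes of −0.45 (0.0599) in males and 1.23 (0.0656) in females. Of 13 genes of histamine and carnosine metabolism, 3 were higher and 1 lower in males (4 and 1 when adjusted over the list alone, adjusted p = 0.0272, or adjusted p = 0.218 with an estimated correlation). In females 4 were higher and none lower (5 when adjusted over the list alone, adjusted p = 0.000851, or adjusted p = 0.0684 with an estimated correlation). Those that rose in both sexes were *Cndp2*, *Hdc* and the peptide transporter *Slc15a2*. The paper had reported *Cndp2* and *Hdc* from these same arrays, so the tests of this list are not independent evidence.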

*Cndp2* expression was significantly elevated in both BPH/2J males and females. Elevated levels of *Cndp2* may result in reduced carnosine, decreased protection against oxidative stress, and increased levels of histidine.

Hdc catalyses the conversion of histidine to histamine. Histamine is a neurotransmitter that is involved in the regulation of renal sympathetic activity and response to inflammation. In anesthetised rats a low dose of histamine suppressed renal sympathetic nerve activity and blood pressure, while a high dose of histamine elevated renal sympathetic nerve activity and blood pressure [16]. *Hdc* was previously reported to be significantly upregulated in the kidneys of 12 week male BPH/2J [3]. It is upregulated by estrogen and is expressed at higher levels in female kidneys compared to males [17]. This was reflected in our study, where the fold change between male BPH/2J and BPN/3J was significantly larger than the fold change between female BPH/2J and BPN/3J, due to the BPN/3J males having low *Hdc* expression. 

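*Hdc* was low in BPN/3J males alone. It averaged 6.49 ± 0.199 (SD, n = 6) there on the log2 scale, against 12.09 ± 0.183 in BPH/2J males, 11.24 ± 0.391 in BPN/3J females and 12.41 ± 0.0913 in BPH/2J females. The strain difference was 5.60 (standard error 0.101) in males and 1.17 (0.148) in females, smaller in females by −4.43 (standard error 0.187, interaction adjusted p = 1.35e-13). BPN/3J females exceeded BPN/3J males by 4.75 (0.161). Mast cells also express *Hdc*, and other markers of these cells were slightly higher in BPH/2J, the proteases *Cpa3* by 0.32 (0.0882) in males and 0.43 (0.102) in females and *Mcpt4* by 0.33 (0.0667) in males. Without *Hdc*, a choice made after seeing the data, 3 of 8 mast cell genes were higher in males and the list did not pass (adjusted p = 0.0928, or adjusted p = 0.334 with an estimated correlation). In females 4 were higher (adjusted p = 0.00292, or adjusted p = 0.144 with an estimated correlation). With *Hdc* the list had an adjusted p of 0.0041 in males and 0.00052 in females, or adjusted p = 0.156 and 0.0684 with an estimated correlation. In females the Bonferroni-adjusted p of *Hdc* was 0.0315 without BPN/3J female 3 and 0.00699 without BPN/3J female 6.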

Increased expression of *Cndp2* and *Hdc* may result in higher levels of histamine in the BPH/2J animals which may contribute to the elevated sympathetic activity and blood pressure seen in this strain.

Genes that were involved in DNA replication, repair and telomere maintenance were identified in both male and female datasets. 

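*Mcm6* had a log2 fold change of −1.85 (standard error 0.0738, n = 6 per strain) in BPH/2J males and −1.90 (0.0903) in BPH/2J females. None of the other measured helicase subunits (*Mcm2*, *Mcm3*, *Mcm4*, *Mcm5* and *Mcm7*) passed as lower. *Mcm2* was higher by 0.20 (0.0568) in males and 0.21 (0.0594) in females, and *Mcm4* by 0.23 (0.0467) in females. *Dna2* rose by 0.85 (0.049, adjusted p = 6.26e-06) and 0.55 (0.0639), and *Rpa3*, a subunit of the protein that binds single-stranded DNA, by 0.70 (0.0677) and 0.71 (0.0754). The polymerase subunit *Pold3* fell by 0.56 and 0.43. Of 36 DNA replication genes, 5 were higher and 3 lower in males (5 and 6 when adjusted over the list alone, adjusted p = 0.84), and 7 were higher and 4 lower in females (11 and 5 when adjusted over the list alone, adjusted p = 0.167). Telomere maintenance genes also went both ways, with 4 of 19 higher and 3 lower in males (6 and 4 when adjusted over the list alone, adjusted p = 0.624) and 4 higher and 2 lower in females (6 and 2 when adjusted over the list alone, adjusted p = 0.121). The shelterin gene *Terf2ip* rose by 0.34 (0.0786) in males and 0.39 (0.0507) in females, and the helicase gene *Wrn* fell by 0.31 and 0.25. *Mki67*, a marker of dividing cells, fell by 0.41 in males and had a log2 fold change of 0.09 (0.162) in females (interaction adjusted p = 0.245).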

Mcm6 is a subunit of the Mcm2-7 complex, a replicative helicase that is involved in eukaryotic DNA replication. It is an essential component of the MCM complex as mutations in *Mcm6* result in the loss of helicase activity [18]. DNA2 is a nuclease/helicase that is essential for Okazaki fragment processing during DNA replication. Recent studies have also suggested a role for Mcm6 and Dna2 in telomere length maintenance [19–21]. As telomere length has been associated with hypertension [22], dysregulation in the expression of these genes may affect DNA replication and telomere maintenance may contribute the development of disease.

A number of the differentially expressed genes in both males and females were known to have links to blood pressure regulation. *Edn3* was identified as a candidate gene for hypertension in humans via a GWA study [23]. The expression of *Edn3* was found to be upregulated in BPH/2J animals. 

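*Edn3* averaged 7.97 ± 0.125 (SD, n = 6) in BPH/2J males and 7.00 ± 0.103 in BPN/3J males on the log2 scale, a difference of 0.97 (standard error 0.0644, adjusted p = 3.35e-05). In females the means were 8.28 ± 0.113 and 7.12 ± 0.188, a difference of 1.16 (0.0835, adjusted p = 0.000142). Of 20 genes of endothelin, nitric oxide and natriuretic peptide signalling, 8 were higher and 2 lower in males (9 and 3 when adjusted over the list alone, adjusted p = 0.108), and 7 were higher and 3 lower in females (7 and 4 when adjusted over the list alone, adjusted p = 0.265). *Nos3*, the nitric oxide synthase of endothelium, rose by 0.32 (0.0629) in males and 0.33 (0.0507) in females, and *Gucy1a1*, a subunit of the receptor of nitric oxide, by 0.32 (0.0479) and 0.27 (0.0448). The phosphodiesterase *Pde5a*, which breaks down cyclic GMP, fell by 0.59 and 0.29. The endothelin receptor *Ednrb* had log2 fold changes of −0.09 (0.0589) in males, where it did not pass, and −0.21 (0.0576) in females.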

Females were also found to have significantly higher *Edn3* expression when compared to males within a strain. 

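Female arrays exceeded male arrays in *Edn3* by 0.31 (standard error 0.0663, n = 6 per group) on the log2 scale in BPH/2J (exact permutation test, p = 0.00433). In BPN/3J the difference had a standard error of 0.0818 (exact permutation test, p = 0.18). Adjusted over the list of qPCR genes alone, the limma p-values were 0.000947 and 0.164. The strain-by-sex interaction of *Edn3* was 0.18 (standard error 0.108, adjusted p = 0.528).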

Increased expression of *Edn3* in the kidneys of ageing rats has suggested that it may be a marker for advanced ageing [24]. The prevalence of hypertension increases with increasing age [25]. This may suggest a role for premature ageing in hypertension.

Inflammation and oxidative stress are characteristic of hypertension. IL10 is an anti-inflammatory cytokine that can inhibit the synthesis of pro-inflammatory cytokines [26]. It functions by binding to its receptor IL10R and activates JAK and STAT pathways. DNA variants in *IL10rb*, a subunit of IL10R, have been associated with ischemic stroke in individuals with hypertension [27], and IL10 deficiency has been associated with preeclampsia, a condition characterised by high blood pressure during pregnancy [28,29]. 

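*Il10rb* averaged 9.31 ± 0.0277 (SD, n = 6) in BPH/2J males and 9.94 ± 0.0817 in BPN/3J males on the log2 scale, and 9.90 ± 0.0826 and 10.47 ± 0.0721 in the females, differences of −0.63 (standard error 0.0418) and −0.57 (0.0475). *Il10ra*, the other subunit of the receptor, fell by 0.36 in males and 0.24 in females. *Il10* itself had log2 fold changes of −0.01 (adjusted p = 0.97) and −0.11 (adjusted p = 0.423) at levels of 4.26 to 4.40. Of 25 genes of inflammatory cytokines and IL10 receptor signalling, 2 were higher and 4 lower in males (3 and 4 when adjusted over the list alone, adjusted p = 0.458), and 4 were higher and 3 lower in females (adjusted p = 0.559). *Nlrc4*, an inflammasome sensor, was 4.67-fold lower in BPH/2J males and 2.54-fold lower in BPH/2J females, and the chemokine *Ccl2* was higher in BPH/2J females by 0.42 (0.0939). Of 14 macrophage and dendritic cell markers, 8 were lower and none higher in males (adjusted p = 0.000411, or adjusted p = 0.24 with an estimated correlation), and 4 were lower in females and 10 did not pass (5 lower when adjusted over the list alone, adjusted p = 0.00508, or adjusted p = 0.617 with an estimated correlation and adjusted p = 0.0755 by fry). The antigen presentation gene *H2-Ab1* fell by 0.87 and 0.54 and the macrophage receptor *Adgre1* by 0.34 and 0.48. Without the BPN/3J female arrays 2 and 5, where hepatocyte transcripts were highest, the list in females had an adjusted p of 0.0678. *Cybb*, a subunit of the oxidase of phagocytes, fell by 0.51 and 0.42.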

The reduced expression of *IL10rb* seen in both male and female BPH/2J mice may result in reduced IL10 activity and increased inflammation in the hypertensive animals.

Many of the genes that were differentially expressed between BPH/2J and BPN/3J also exhibited expression differences between males and females within a strain. These differences suggests that while a common mechanism is most likely responsible for high blood pressure in the BPH/2J strain, differences in sex hormones will influence how gene/pathways respond to elevated blood pressure. Furthermore, these differences in expression may help to explain the differences in disease phenotype that are seen between men and women.

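Many probe sets with a strain effect also had a sex effect in the fit to all 24 arrays. Of 7116 probe sets with a strain effect at a Benjamini-Hochberg adjusted p under 0.05, 4600 (64.6%) also had a sex effect, against 33.8% of the other probe sets (Fisher's exact test, odds ratio 3.59). The 4600 compare with 2944 expected, and among probe sets without a strain effect but matched on mean expression, 51.2% had a sex effect (49.4% to 52.9% over 1000 draws). Both effects of a probe set were tested against the same residual variance, and the matching did not cover variance. Probe sets with little noise can thus pass for both, so these baselines do not decide whether the effects themselves overlap. *Igf2*, the insulin-like growth factor gene, was 1.96-fold lower in BPH/2J females than in BPN/3J females (adjusted p = 0.0336) and was 19.2-fold and 39.9-fold higher in females than in males of the strains BPH/2J and BPN/3J. *Akr1c18* was 4.48-fold higher in females in BPH/2J and 1.65-fold higher in BPN/3J, and *Cbr2* was 2.50-fold lower in females in BPH/2J. Of the 424 strain differences shared by the sexes, 283 (66.7%) also had a sex effect, 140 of them with higher expression in females and 143 with higher expression in males, and 182 differed between the sexes in each strain. The sex difference exceeded 1.5-fold for 52 (12.3%) of the 424.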

## Conclusion

This study has identified a combination of potential new candidate genes with no currently known links to hypertension, as well as genes that had been previously associated with hypertension and blood pressure control. The genes that we identified in both male and female BPH/2J hypertensive mice may be involved in the development or maintenance of hypertension. Our findings from the female dataset have helped to refine the possible pathways that are involved in the onset of hypertension in these animals, as well as highlight potential mechanisms that may explain the differences that are seen in the prevalence and severity of hypertension between men and women.

### Grants

CLC received a University of Western Sydney Early Career Seed Grant to undertake this project. JM Lind is supported by a National Health and Medical Research – Australian Biomedical Fellowship.

## Additional files

Additional file 1: Table S1 Primer sequences. Additional file 2: Table S2 Differentially expressed genes in the kidneys of 12 week old BPH/2J males, relative to BPN/3J males, using Bonferroni corrected p <0.05. Additional file 3: Table S3 Differentially expressed genes in the kidneys of 12 week old BPH/2J females, relative to BPN/3J females, using Bonferroni corrected p <0.05.

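The supplementary table of males lists 348 genes by symbol, 170 higher and 178 lower in BPH/2J, which are the paper's counts. Genes were matched by the symbol column; from *Asah2* on, the table's descriptions are shifted against it. Of the 348, 278 could be matched to a probe set with that symbol alone, and 274 of the 278 had the same direction on the arrays. The table's fold changes are ratios of mean log2 values, and 262 lay within 0.01 of the ratio computed from the arrays. Of the matched genes, 255 passed the Bonferroni threshold with limma, 263 with the test of the methods taken with unequal variances, and 270 a Benjamini-Hochberg adjusted p under 0.05 with limma. None of the hepatocyte or adrenal list genes is in the table.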

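The supplementary table of females holds 302 genes by symbol, the paper's 152 higher and 150 lower in BPH/2J. A probe set with that symbol alone was found for 236, and 232 of these had the same direction on the arrays. The fold changes, again ratios of mean log2 values, lay within 0.01 of the computed ratio for 223. Of the 236, 214 passed the Bonferroni threshold with limma, 221 with the test of the methods and 229 a Benjamini-Hochberg adjusted p under 0.05. By symbol, 155 genes are in both tables, 72 higher and 83 lower. No gene of the hepatocyte and adrenal lists is among them.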

# Supplementary material for: Identification of genes with altered expression in male and female Schlager hypertensive mice
**Source:** BMC Med Genet. 2014 Aug 30;15:101. doi: 10.1186/s12881-014-0101-x
**Supplement:** Additional file 1: Table S1 — Primer sequences.

| **Primer** | **Primer Sequence 5’ to 3’** |
| --- | --- |
| *Hprt1* | **F:** TGACACTGGCAAAACAATGCA **R:** GGTCCTTTTCACCAGCAAGCT |
| *Gapdh* | **F:**GACTTCAACAGCAACTCCCAC **R:** TCCACCACCCTGTTGCTGTA |
| *bAct* | **F:** GCTGTATTCCCCTCCATCGTG **R:** CACGGTTGGCCTTAGGGTTCAG |
| *Hdc* | **F**: CTGGCTTGATTTCCCTTGTG **R:** AGTCCCTCACTGGCACAGAT |
| *Gabra3* | **F:** GAATCTTGGATCGGCTTTTG **R:** GCCAGAAGATTGTTCAGTGGA |
| *Angptl7* | **F:** GCACTGCCGAGAGCAAGTA **R:** CAGGAACTCGTCAGGAGGA |
| *Edn3* | **F:** GCCACCTGGACATCATCTG **R:** CAGTCTCCCGCATCTCTTCT |
| *Dna2* | **F:** CAGGGACAGGAAAGACAACC **R:** GATGGGCTAAAGACGCAATG |
| *Cndp2* | **F:** GCCGGAGAAGAGAGGAGAGA **R:** CCGTAAATGCACACGGTTTT |
| *Mcm6* | **F:** GCAGCTGTGGTGAGAGATGA **R:** TGCTGCAGCTAAAATGGATG |
| *Vwa1* | **F:** GCCGAGAAGCACCTACACTT **R:** TTGCCGCTAGGTACCAATTC |
| *Kcnk1* | **F:** GGGAAATTGGAATTGGGACT **R:** GTCAGGAAGAGGAGGGTGAA |
| *Serpinb8* | **F:** GCCCACTGACTAAGCTGGTT **R:** ATAGGGCAGAGCCAGAACCT |
| *Pld1* | **F:** CGCAGATATGAGCAACCTGA **R:** TTATGGGACAGCCAGAGAGG |
| *Pter* | **F:** AGCCTTGGTGGAGAATACGA **R:** CTCCACACTTGATGCTGGTG |
| *Pak6* | **F:** CTGCCAGCATCCATGTGTA **R:** CTGGAAGATGGGGATTCTG |
| *Il10rb* | **F:** GAGAGTCAGGGCTGAATTGG **R:** GTCCACGTCTCAGGCTCATT |
| *Cyp4b1* | **F:** CACCTGGACTTCCTCGACAT **R:** TCATCCCACTGGAAGGAGTC |

# Supplementary material for: Identification of genes with altered expression in male and female Schlager hypertensive mice
**Source:** BMC Med Genet. 2014 Aug 30;15:101. doi: 10.1186/s12881-014-0101-x
**Supplement:** Additional file 2: Table S2 — Differentially expressed genes in the kidneys of 12 week old BPH/2J males, relative to BPN/3J males, using Bonferroni corrected p <0.05.

**Table S2.** Differentially expressed genes in the kidneys of 12 week old BPH/2J males, relative to BPN/3J males, using Bonferroni corrected p <0.05

# Supplementary material for: Identification of genes with altered expression in male and female Schlager hypertensive mice
**Source:** BMC Med Genet. 2014 Aug 30;15:101. doi: 10.1186/s12881-014-0101-x
**Supplement:** Additional file 3: Table S3 — Differentially expressed genes in the kidneys of 12 week old BPH/2J females, relative to BPN/3J females, using Bonferroni corrected p <0.05.

**Table S3.** Differentially expressed genes in the kidneys of 12 week old BPH/2J females, relative to BPN/3J females, using Bonferroni corrected p <0.05

How the deposited data were processed for this re-analysis (not part of the article)

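Kidney RNA from 24 mice, 6 in each of 4 groups (male and female BPH/2J, male and female BPN/3J), was measured on Affymetrix Mouse Gene arrays, 1 array per mouse. The authors normalised the arrays by RMA, and the deposited values are log2 expression. The version of the RMA software is not given in the sources used here. The strain, sex and number of each array were taken from its label. Deposited values were used as they stand, with no further normalisation, filter or offset.

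Gene symbols came from the probe annotation of the array. Of all probe sets, 73.3% carry exactly 1 symbol, and a gene was represented by a probe set with its symbol alone. Counts of calls are over all probe sets. The strains were compared within each sex on 12 arrays by limma (version 3.58.1, R version 4.3.3) with moderated t-statistics, and a Bonferroni-adjusted p under 0.05 was called, the threshold of the methods. The sexes were compared within each strain by limma at a Benjamini-Hochberg adjusted p under 0.05. The strain-by-sex interaction and the overall effects of strain and sex were fitted by limma on all 24 arrays at the same level. Adjusted p-values of single genes in the text are Bonferroni-adjusted for strain comparisons at a threshold of 0.05 in limma, and Benjamini-Hochberg adjusted for sex comparisons, for interactions and where so named. Exact permutation tests used all 924 regroupings of 6 arrays against 6.

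Named genes were every gene the paper names, the 10 largest rises and 10 largest falls per sex among the strain calls with exactly 1 symbol and with groups that do not overlap, the 5 largest in each direction of the interaction and of each sex comparison, and up to 4 members of each list. Lists of genes for 40 pathways and cell types were fixed beforehand, but with the genes of the paper known. They include its qPCR genes as a list, and other lists hold genes it reported from these arrays, such as *Hdc* and *Cndp2*. Tests of those lists are not independent of its results. Members were counted at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets and adjusted over the list alone. Whole lists were tested by camera in limma with a preset correlation of 0.01 over 18782 genes, with an estimated correlation and with fry as alternatives. A list of 25 hepatocyte genes and a list of adrenal medulla genes (8 measured) were written after the arrays had been looked at and before they were tested. Transport proteins and oxidoreductases were found by the stems of their symbols and compared with other genes by Fisher's exact test. For chromosomal neighbours, shared calls were placed on the reference genome and adjacent pairs were counted against 10000 random draws of as many genes.

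Precision was tested on simulated data, in which 50 probe sets per fold were changed in simulated arrays. In males a 2-fold change was recovered for 86% and a 1.5-fold change for 48% of them at the Bonferroni threshold, with 0 false calls; in females the shares were 92% and 50%, with 0 false calls. For the sex comparisons the shares at 1.5-fold were 82% and 92%, with 7 and 9 false calls. For the interaction the share was 68%, with 5 false calls.

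Alternatives were the two-sided t-test of the methods with unequal variances, the same with pooled variance, the other multiple-testing threshold, a 1.5-fold change in addition, probe sets under the 40th percentile of mean expression left out, probe sets with 1 symbol only, arrays shifted to a common median, quantile normalisation, a fit to all 24 arrays, eBayes with trend and robust settings, the replicate number as a block, and each array left out in turn. Leaving out the BPN/3J female arrays 2 and 5, the means of the hepatocyte and adrenal cortex lists as covariates, the mast cell list without *Hdc*, and neighbours that both have a clone name counted as 1 gene, are alternatives that were added after seeing the data. Blood pressure records, qPCR measurements and gene ontology annotation were not analysed here. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.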

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

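The tests of differences between groups and the comparison of each array with the others of its group were fixed in advance; the hepatocyte list and the adrenal medulla list were written after the arrays had been looked at.

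Of 140 groups of 6 arrays compared within themselves by Dixon's test, 11 had an array that stood apart, where chance gives about 1 in 20. The median of all probe sets was 6.93 in BPH/2J female 2 (median of the other 5 arrays 6.95). Among cell type lists, the mean of thick ascending limb genes was 11.18 in BPH/2J female 3 (others 11.29), of podocyte genes 7.67 in BPN/3J male 4 (others 7.95), of vascular smooth muscle and pericyte genes 9.24 in BPH/2J female 6 (others 9.37), of lymphocyte genes 7.32 in BPH/2J male 4 (others 6.34) and 6.87 in BPH/2J female 3 (others 6.15), and of adipocyte genes 9.78 in BPH/2J male 3 (others 9.42). Among qPCR genes, *Dna2* was 7.12 in BPN/3J female 5 (others 7.38), *Mcm6* 6.48 in BPH/2J male 3 (others 6.17) and 6.79 in BPH/2J female 3 (others 6.27), and *Pak6* 7.78 in BPN/3J male 2 (others 7.97).

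The strain effect differed between the sexes for 508 probe sets at a Benjamini-Hochberg adjusted p under 0.05 (limma, 24 arrays). In 4 of 100 groupings of the arrays, the real one included, as many were called, so chance is excluded at 0.05. The highest other count was 4594, and its source was not tested. A regrouping can carry the strain and sex effects themselves into the interaction, and no test separated these from another structure of the samples. Among named genes, the strain effect in females minus that in males was −4.43 for *Hdc*, 0.77 for *Angptl7*, −0.50 for *Cndp2*, 1.64 for *Cyp4b1*, −0.38 for *Kcnk1* and 0.69 for *Vwa1*. By size, it was 3.58 for *Ucp1*, 3.19 for *Scrg1*, 2.17 for *Inmt*, 1.73 for *Ct55*, 1.68 for *Cndp1*, −2.78 for *Serpina1d*, −2.75 for *Ces1g*, −1.76 for *Slc22a26* and −1.51 for *Cyp2d12*. Fat carried over with the kidney was not tested as a source of these differences. *Ct55* averaged 5.34 in BPN/3J females and 5.37 in BPH/2J females, against 8.45 and 6.75 in the males. A floor of low signal in females was not separated from a sex difference for this gene.

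The paper does not report a sex comparison over all probe sets. It gave 8349 calls in BPH/2J and 8424 in BPN/3J, and *Igf2* was higher by 5.32 on the log2 scale in BPN/3J females than in BPN/3J males. Neither does it report where the shared strain differences lie on the chromosomes, where 15 pairs of them were adjacent.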

How the results depend on the processing

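All alternatives were set before the data were examined, apart from leaving out the BPN/3J female arrays 2 and 5, the covariates of the hepatocyte and adrenal cortex lists, the mast cell list without *Hdc* and the count of neighbouring clone-named genes as 1 gene, which were chosen only after the results were seen. No alternative turned the direction of the strain difference of a qPCR gene. The strain calls in males (740), in females (681) and in both (424) became 447, 398 and 223 by the t-test of the methods with unequal variances, 321, 304 and 183 with the replicate number as a block, 1188, 1106 and 711 in a fit to all 24 arrays, and 4381, 4180 and 2334 at the Benjamini-Hochberg threshold. With a 1.5-fold change in addition 471 and 433 were left in males and females, and the trend and robust settings gave 1022 in females. The sex calls in BPH/2J and BPN/3J became 1361 and 1367 at the Bonferroni threshold and 853 and 1014 with a 1.5-fold change; the interaction became 104 and 170, and the overlap of strain and sex effects 756 and 146, under the same alternatives. Lists called became 0 in males and 0 in females with an estimated correlation, and 21 in males by fry. The odds ratio of transport genes was 1.47 (Fisher's exact test, p = 0.172) without dim probe sets. Shifting arrays to a common median moved the split of the sex calls, from 4493 higher and 3856 lower in females to 3339 and 5232 in BPH/2J, and from 4156 and 4268 to 3107 and 5508 in BPN/3J. Which direction held more calls turned in other counts as well. At the other multiple-testing threshold the split was 2310 higher and 1870 lower in females, 1210 and 1124 shared, 605 and 756 for sex in BPH/2J, and 375 and 381 for the overlap. With a 1.5-fold change in addition it was 390 and 463 for sex in BPH/2J and 53 and 93 for the overlap. With probe sets of 1 symbol it was 270 and 260 in females, 145 and 141 shared, and 3626 and 3586 for sex in BPN/3J, where it was also 4354 and 4088 without dim probe sets, 4355 and 4351 with the trend and robust settings, 4068 and 4044 without BPN/3J male 3, 4067 and 3822 without BPN/3J female 2, 4012 and 3761 without BPN/3J female 5, 3935 and 3288 without both and 4239 and 3868 with the covariates. For the interaction it was 245 and 256 without BPH/2J male 4, 226 and 227 without BPN/3J female 2, 229 and 233 without BPN/3J female 5, 200 and 215 without both and 252 and 253 with the covariates. The odds ratio of oxidoreductases was 0.708 by the t-test of the methods, against 1.07.

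Leaving out 1 array in turn gave 570 to 623 calls in males, 517 to 563 in females, 366 to 392 shared, 7357 to 7942 and 7582 to 8135 sex calls in BPH/2J and BPN/3J, 424 to 534 for the interaction, 4217 to 4520 for the overlap, and 14 to 14 and 12 to 13 of the qPCR genes in males and females. The replicate numbers do not pair the groups: over 36 pairs of numbers the correlation went from −0.57 to 0.44, with a median of 0.0106, and the block serves only as an alternative. Without the BPN/3J female arrays 2 and 5 the calls in females were 466, 444 of them among the 681. Single genes kept their call in 554 of 574 alternatives, with 17 weaker, 15 of them *Dna2* in females, and 3 stronger; the 3 stronger are *Hdc* in females, with a Bonferroni-adjusted p of 0.000237 in a fit to all 24 arrays, 0.0315 without BPN/3J female 3 and 0.00699 without BPN/3J female 6. Single lists did so in 706 of 760, with 29 weaker and 25 stronger; the mast cell list without *Hdc* had an adjusted p of 0.0928 in males. No qPCR gene has another probe set with its symbol alone; those of Pter carry C1ql3 as well and were not counted.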

Differences from the paper's values

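Each comparison with the paper's counts was set beforehand, with the alternatives set before the data were examined; only the covariates and the left-out arrays BPN/3J female 2 and 5 were chosen after the results were seen. The counts of the paper are marked as such, and a value within 1.5 times the paper's is called near.

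In males the paper gives 348 genes, and 740 probe sets were called; 447 by the t-test of the methods with unequal variances, 471 with a 1.5-fold change in addition and 321 with the replicate block are near. By distinct symbol the calls were 497, 254 higher and 243 lower, and all 3 are near. The paper's 170 upregulated genes compare with 328 probe sets (near: 182 by the t-test of the methods, 249 with pooled variance, 198 with a 1.5-fold change, 123 with the block), and its 178 downregulated genes with 412 (near: 265 by the t-test of the methods, 198 with the block).

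In females the paper gives 300 genes, and 681 probe sets were called (near: 398, 433 and 304 in the same order of alternatives). By distinct symbol they were 451 (near: 245 by the t-test of the methods, 334 with pooled variance, 247 with a 1.5-fold change, 420 after a shift to a common median). The paper's 152 upregulated genes compare with 310 probe sets (near: 175, 227, 192 and, with the block, 123) and 229 symbols (near: 128, 171, 127 and, after the shift, 226), and its 150 downregulated genes with 371 probe sets (near: 223 by the t-test of the methods, 181 with the block) and 222 symbols, which is near. Of genes in both sexes, the paper's 70 upregulated compare with 180 probe sets (near: 76 by the t-test of the methods, 57 with the block) and 128 symbols (near: 61, 91 with pooled variance and 76 with a 1.5-fold change), and its 83 downregulated with 244 probe sets, which no alternative brought near (the closest were 126 with the block and 141 with probe sets of 1 symbol), and with 120 symbols, which is near. The paper's text and its supplementary tables also differ: the text gives 300 genes in females, 70 upregulated and 83 downregulated in both sexes, and the tables hold by symbol 302 in females and 155 in both, 72 higher and 83 lower.

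All array fold changes in Table 2 for genes with a probe set of their own match as ratios of mean log2 values, within 0.01. The array strain difference of *Hdc* in females had a Bonferroni-adjusted p of 0.0872 in the 12-array fit, 0.000237 in a fit to all 24 arrays, 0.0315 without BPN/3J female 3 and 0.00699 without BPN/3J female 6. By qPCR the paper states sex differences that the arrays did not call: *Gabra3* in both strains (Benjamini-Hochberg adjusted p = 0.834 and 0.473), *Edn3* in BPN/3J (0.269), *Serpinb8* in BPH/2J (0.17) and *Pak6* in BPH/2J (0.265). Its Table 3, but not its text, also gives sex differences of *Mcm6* in both strains (0.319 and 0.0522 on the arrays) and of *Pld1* in BPN/3J (0.0543). The arrays called *Pak6* in BPN/3J (0.0438) and *Dna2* in BPH/2J (0.00669), which the paper's text states as absent. They also called *Vwa1* in BPH/2J (0.0104), which the text leaves out and Table 3 gives, higher in females as on the arrays. The arrays and the qPCR used RNA of the same mice, so different animals do not account for these differences.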

Other observations

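The tests of the sex comparisons, of the neighbours except the test on clone-named genes, and of an array of liver RNA were chosen before their results were seen, and that test and the other tests on hepatocyte and adrenal transcripts were chosen after. The sexes differed at more probe sets than the strains did at the same threshold (4381 in males, 4180 in females). In BPH/2J 8349 and in BPN/3J 8424 probe sets passed a Benjamini-Hochberg adjusted p under 0.05, 853 and 1014 of them over 1.5-fold, and 5668 did so in both strains with the same direction. *Slc7a13*, an amino acid transporter, was 121-fold lower in BPN/3J females, and *Cyp2j13*, a cytochrome P450, was 76.4-fold lower in BPH/2J females (n = 6 per group). *Cyp4a14* was 20.6-fold and 53.3-fold higher in females of BPH/2J and BPN/3J, and *Abcc3*, an organic anion transporter, rose by 3.58 and 3.62 on the log2 scale. All 13 measured male-biased and Y-linked genes were lower in females in both strains (adjusted p = 0.00167 in BPH/2J and 0.00333 in BPN/3J with an estimated correlation), and 10 of 11 female-biased genes were higher in both.

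Cholesterol synthesis genes were lower in females for 13 of 19 in BPH/2J (adjusted p = 5.65e-06, or adjusted p = 0.172 with an estimated correlation) and for 12 of 19 in BPN/3J, where 1 was higher (adjusted p = 0.000701, or adjusted p = 0.422 with an estimated correlation). Interferon-stimulated genes were higher for 12 and 10 of 19 (adjusted p = 0.201 and 0.205 with an estimated correlation), and intercalated cell markers for 10 and 8 of 10 (adjusted p = 0.201 and 0.313 with an estimated correlation). Podocyte markers were higher for 7 of 7 in BPH/2J (adjusted p = 0.0165 with an estimated correlation) and 6 of 7 in BPN/3J (adjusted p = 0.313 with an estimated correlation). Adrenal cortex genes were higher on average in females by 1.65 in BPH/2J and 1.35 in BPN/3J (exact permutation p = 0.104 and 0.236), with wide ranges within each group.

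Other groupings of the same arrays, 100 with the real one included, tested chance as the source of the counts. As many strain calls as in the real grouping came in 1 for males (740, highest other 2), 1 for females (681, highest other 1) and 1 for the shared calls (424, highest other 0), so chance is excluded for these. The sex calls came in 1 in BPH/2J (8349, highest other 1) and 1 in BPN/3J (8424, highest other 29), and chance is excluded for these too. The overlap of strain and sex effects came in 1 (4600, highest other 0), but regrouping removes both effects, so this does not test whether they overlap more than the 2944 expected of independent effects. The lists called in males (12, highest other 15) came in 4, which excludes chance, and those called in females (12, highest other 17) in 16, so chance is not excluded as their source.

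Hepatocyte transcripts differed between arrays of the same group, with the highest list means in BPN/3J females 2 and 5 and *Alb* up to 13.89 and *Ahsg* up to 13.03. A liver RNA array in place of kidney is argued against by the proximal tubule list. It differed by only 0.0405 between those arrays and the other 4 of their group. The share of the hepatocyte variance between groups was 7.71%. The pattern was defined within groups, so this share restates it and does not test the strain or sex of the mice. Liver tissue carried over with the kidney stays open: 95.6% of the list's variance around the group means lay on 1 component, but the list was written after the arrays had been looked at, so this share restates the pattern and does not test its source. Of the 25 genes, 4 lie above the median of all probe sets on every array.

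Adrenal cortex transcripts differed as well, with *Cyp11b1* up to 12.15 and *Star* up to 11.47 in BPN/3J female 4. Steroid synthesis switched on in the kidney is argued against by the medulla list, whose mean ranged over 1.84 within a group. The share of variance between groups was 19.6%, but this pattern too was defined within groups, so the share does not test strain or sex. Adrenal gland carried over with the kidney may be the source of the pattern. Around the group means, the mean of the 8 medulla genes followed that of the cortex genes, with a correlation of 0.968. For 1000 random lists the median correlation was 0.133 and the highest 0.948. Of the 8 genes alone, *Slc18a1* had the lowest correlation with the cortex mean, 0.0228. Of the 17 genes, 2 lie above the median of all probe sets on every array.

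Shared strain differences lay next to each other on the chromosomes in 15 pairs, against a mean of 3.05 and a highest of 12 in 10000 random draws (permutation p = 0.0001, the smallest these draws can give). With neighbours of a shared symbol stem counted as 1 gene, 12 pairs were left (random mean 3.39, highest 11, permutation p = 0.0001). A run of 3 clone-named genes on chromosome 14 shares no stem. With such neighbours counted as 1 gene as well, 11 were left (random mean 3.36, highest 12, permutation p = 0.0004). An excess over the random mean was left in both counts. The 11 pairs did not exceed the highest random draw of 12, so these counts do not decide whether paralogs are its source. Paralogs that share probes but neither kind of name were not tested. Co-regulated neighbours cannot be told apart from chance direction, as 66.7% of the pairs went the same way (95% confidence interval 38.4% to 88.2%). Chromosome segments fixed in each strain by breeding may account for it, since 34.8% of the 210 calls with no adjacent call had another among the 10 nearest genes on either side, against a random median of 20.6% and a highest of 32.9%.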
